A study of Macaca fascicularis with 12 samples. Its data were reported in "Infinium Monkeys: Infinium 450K Array for the Cynomolgus macaque (Macaca fascicularis)" (2014).

How the data were processed

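DNA methylation was measured in quadriceps muscle of 11 adult male cynomolgus macaques (Macaca fascicularis) with a bead array designed on human sequence, the Infinium HumanMethylation450 BeadChip. Animal 1 was run on 2 arrays, which gave 12 arrays in all on 1 slide. All samples formed a single group (muscle), so no comparison between groups was made. The 2 arrays of animal 1 served as a technical pair, and their mean was used wherever values were averaged over animals.

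The authors bisulfite-converted genomic DNA, hybridised it to the array and read the images with the GenomeStudio methylation module (version not given in the sources used here). The deposited raw table held, per probe and array, a beta value (a fraction from 0 to 1, the methylated signal over the sum of both signals plus a constant), a detection p-value against the negative control probes of that array, and bead numbers. The authors' detection p-values were not adjusted for multiple tests and came in steps of 0.00167, so that a detection p below 0.001 was a p of 0. The deposited processed table held beta values after further processing by the authors, with a method for which they cite earlier work. By their account it corrects the narrower range of type II probes, and its other steps are not given in the sources used here. It listed 485512 probes, of which 341941 had a value on all 12 arrays and 143571 were empty on all 12. Every array had the same distribution of processed beta values (the quartiles differed between arrays by at most 0.0001, and the mean was 0.329), as after quantile normalization between arrays. The filter behind the empty probes was tested on the files: a probe had values if its detection p was at most 0.05 on all 12 arrays and it had at least 3 beads on each, and this rule disagreed with the table for 0 probes. Of the empty probes, 141278 failed on detection and 2293 on bead number alone.

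The columns of the raw table are named by position on the slide, and they were not matched to animals. They were used as 12 arrays of the group without numbers, so tests over them count animal 1 as 2 arrays and their p-values are somewhat too small. A further 36 columns of per-array signals and intensities were not used. Type I probes (2 bead addresses per site) were told from type II probes (1 address) by bead numbers that differed between the addresses on at least 1 array. Median bead number per address and array was 14. Arrays carry no read depth, and the number of animals and the single technical pair limit the precision.

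A probe was called detected on an array at a detection p below 0.01, with 0.05 also given. The main probe set had processed values and a detection p below 0.01 on all 12 arrays (317397 probes). Pairs of arrays were compared by Pearson correlation and by absolute beta difference, and the rank of the technical pair among all 66 pairs gave an exact one-sided p, which cannot be below 0.0152. Shares detected were compared between probe classes within arrays by a two-sided exact sign-flip permutation test. Benjamini-Hochberg adjustment was made over 3 class comparisons and, separately, over 3 relations across arrays, which were tested with 100000 permutations. Mean beta in these relations was taken from the raw table, since the processed mean is fixed by the normalization. The total intensity named in the design for these relations was replaced by slide row, since the intensity columns were not used. Differences between animals were tested with limma 3.58.1 in R 4.3.3, as a moderated F test over animals of log2(beta/(1 - beta)) with beta held between 0.01 and 0.99, at a Benjamini-Hochberg adjusted p below 0.05. The residual of this test has 1 degree of freedom, from the technical pair, plus what is shared across probes. Other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

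The F test was tested on simulated data for 317397 probes with 200 changed. With an error equal for all probes it recovered 98.5% of probes with a between-animal SD of 0.5 on the log2 scale, with 13 false calls. With the error estimated per probe from the technical pair it recovered 0% even at an SD of 2. The calculation of expected heterozygotes was also tested on simulated data.

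Tests, filters and alternatives were fixed before the data were examined, except where stated. Alternatives covered the detection threshold, the probe filter, the source and scale of beta, the correlation, the measure of spread and the fit of the variance. Alternatives that need raw beta values of a known animal were not run. The rule for named genes took the probes with the largest SD that have 1 gene symbol. The array tables do not pair probes with genes, and the probe annotation that the study provides was not used here, so the rule was not applied. Probes are given by their ID, chosen after their values were seen. The gene lists fixed beforehand, probe alignment to the macaque genome and the bisulfite sequencing of the same animals were not analysed here.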

Results

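The data set comprised 12 arrays of muscle DNA from 11 cynomolgus macaques, with animal 1 on 2 arrays. The array carries 485577 probes designed on the human genome. Of these, 482421 target cytosines in CpG dinucleotides (cg probes), 3091 target cytosines in other contexts (ch probes) and 65 target human single-nucleotide polymorphisms (rs probes). Among the cg probes, 135476 were of type I and 346945 of type II.

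The first question was how many human probes hybridise to macaque DNA. On average 73.7% ± 1.41 (SD, n = 12 arrays) of probes were detected at a detection p below 0.01, with a range over arrays from 71.1% to 75.4%. At a detection p below 0.05 the share was 79.5% ± 1.14 (SD, n = 12). At the stricter threshold 319563 probes (65.8%) were detected on all 12 arrays, 90468 (18.6%) on no array and 75546 (15.6%) on some arrays only.

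Type I probes were detected more often than type II probes. Among cg probes, 77.3% ± 1.11 of type I and 72.3% ± 1.59 of type II probes were detected at a p below 0.01 (SD, n = 12 arrays). Type I was higher by 5.04 percentage points ± 0.972 (SD) and on 12 of 12 arrays (exact sign-flip permutation test, two-sided, p = 0.000488, adjusted p = 0.00146). Of type I cg probes 70.6% were detected on all 12 arrays, against 64.0% of type II. The ch probes were detected at 72.1% ± 2.05 (SD, n = 12), against 73.7% ± 1.41 for all cg probes, and cg probes were higher on 11 of 12 arrays (exact permutation p = 0.000977, adjusted p = 0.00146). All ch probes are of type II, and against type II cg probes the gap was 0.167 points, with cg higher on 6 of 12 arrays (exact permutation p = 0.543). At a detection p below 0.05 that gap was 1.45 points, with cg higher on 12 of 12 arrays (exact permutation p = 0.000488). The rs probes were detected at 71.9% ± 3.72 (SD, n = 12). They were lower than cg probes by 1.80 points at this threshold, with cg higher on 8 of 12 arrays (exact permutation p = 0.0396, adjusted p = 0.0396). At a detection p below 0.05 the gap of 0.567 points did not pass the test (exact permutation p = 0.143). These tests count arrays and not probes, so they measure only how steady a gap was over arrays of the same probes. The rs class holds 65 probes, too few for its small gap to be read as a trait of the class.

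**Figure D1:**
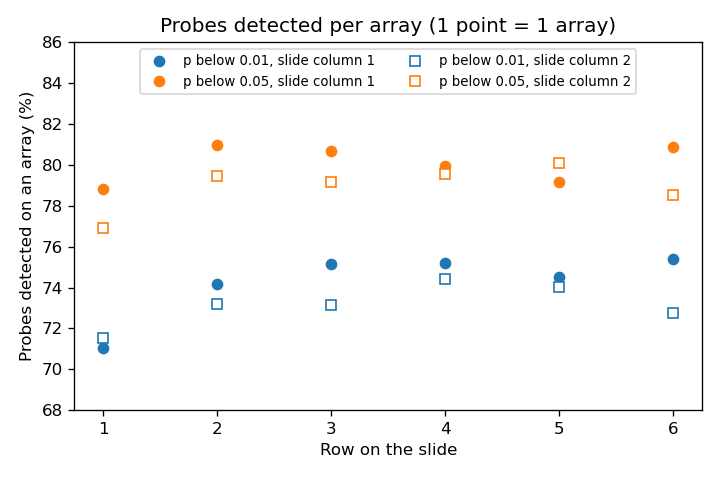
Share of probes detected on each array (y axis, %, from 68 to 86) against the row of the array on the slide (x axis), at a detection p below 0.01 (blue) and 0.05 (orange), for slide column 1 (filled circles) and column 2 (open squares). The arrays lie between 71.1% and 75.4% at 0.01, and the lowest at that threshold is in row 1.

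Array measures were set against each other over the 12 arrays. The share detected and the mean raw beta value of detected probes had r = 0.672 (permutation p = 0.0174, adjusted p = 0.0523) and rho = 0.699 (permutation p = 0.0137, adjusted p = 0.0412). Without the 2 arrays farthest from the median share, r was 0.638. Within slide columns 1 and 2, with 6 arrays each, r was 0.756 and 0.535. Slide row and the share detected had r = 0.593 (permutation p = 0.0443, adjusted p = 0.0665) and rho = 0.523 (permutation p = 0.0887, adjusted p = 0.133). Within the columns r was 0.747 and 0.527. Without the 2 arrays of row 6, r was 0.747. The 2 arrays of row 1 lie as far from the median row and had the lowest shares, but they were kept. The last value therefore does not show that the relation holds without row 1. Slide row and mean raw beta had r = 0.213 (permutation p = 0.499) and rho = 0.113 (permutation p = 0.738). Without the 2 arrays of row 6, r was 0.341, and within the columns r was 0.672 and -0.304. No Pearson correlation among the 3 relations passed after adjustment. The rho of the first relation passed, but not when mean raw beta was taken over all 319563 detected probes (rho = 0.678, adjusted p = 0.0555).

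In processed values most detected probes had a low beta value. The study mapped only part of the probes to the macaque genome with the CpG present. It also proposed that some non-conserved probes still hybridise. Probes here were not filtered for alignment, so a beta value need not be that of a macaque CpG. This limit holds for all results on beta values. Over the 317397 detected probes, 57.9% ± 0.0614 (SD, n = 11 animals) had a beta value below 0.3, 19.9% ± 0.0966 lay from 0.3 to 0.7 and 22.1% ± 0.125 were above 0.7. The small SDs follow from the authors' normalization, which gives each array the same distribution. In raw beta values the same classes held 50.4% ± 0.588, 27.5% ± 0.530 and 22.0% ± 0.643 (SD, n = 12 arrays). Type I cg probes were lower, with a median beta of 0.0829 ± 0.00217, than type II cg probes, with a median of 0.254 ± 0.00210 (SD, n = 11). Of type I cg probes 69.4% ± 0.180 were below 0.3, against 52.7% ± 0.122 of type II. The types cover different sites, and the difference was not tested site by site.

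The probes designed for human sites outside CpG dinucleotides mostly had low beta values. Of the 1925 ch probes detected, 1835 had a mean beta below 0.3 over the 11 animals, and the median of the means was 0.0462. A further 48 ch probes had a mean from 0.3 to 0.7, and 42 (2.18%) had a mean above 0.7. Of the latter, 39 were above 0.7 in all 11 animals and 30 had a mean above 0.9. The macaque sequence at these probes was not checked, so such values need not show methylation outside CpG dinucleotides.

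The next question was how closely a repeated array of 1 animal matched, compared with arrays of different animals. Over all probes with values the technical pair had r = 0.987, and the 65 pairs of different animals had r = 0.973 ± 0.00235 (SD), with a highest value of 0.977. The technical pair was the highest of the 66 pairs (exact one-sided p = 0.0152, the smallest possible). Its median absolute beta difference was 0.0159, against 0.0187 ± 0.00169 (SD) for different animals and a lowest value of 0.0163 among them (exact one-sided p = 0.0152). In the technical pair 81.8% of probes lay within 0.05, 93.6% within 0.10 and 98.9% within 0.20. For different animals these shares were 75.2% ± 2.11, 89.6% ± 1.26 and 97.3% ± 0.345 (SD, 65 pairs). Animal 2 had the lowest mean correlation with the other animals (r = 0.970), and the other animals lay between 0.972 and 0.975.

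The spread between animals was largest in probes of intermediate beta, as was that of the technical pair. The SD of beta over 11 animals had a median of 0.0219 per probe, against a median of 0.0104 for the technical pair (its difference divided by the square root of 2). These medians are not directly comparable, here or by class. The median of an SD from a single difference falls below that of an SD over 11 values of the same spread. Root mean squares, which were not planned, lack this bias. They were 0.0490 between animals and 0.0310 for the technical pair, a ratio of 1.58. Median SD was 0.0115 for probes with a mean beta below 0.3, 0.0515 from 0.3 to 0.7 and 0.0236 above 0.7. The technical medians in these classes were 0.00735, 0.0216 and 0.0127, and the ratios of the root mean squares were 1.33, 1.75 and 1.67. An SD above 0.1 was found for 13274 probes (4.18%), of which 7583 had a mean from 0.3 to 0.7. Median SD was 0.0179 in type I cg probes, 0.0236 in type II cg probes and 0.0123 in ch probes. The ratios of the root mean squares in these classes were 1.42, 1.65 and 1.47. The classes differ in beta level and were not matched on it, so the gaps need not be a trait of the class.

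No probe passed the test for a difference between animals (limma moderated F test, 317397 probes, 0 at an adjusted p below 0.05). At an unadjusted p below 0.05 there were 41426 probes (13.1%). The count of 0 does not show that animals were alike, since the test recovered none of the changed probes in data simulated with the error of the technical pair.

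A set of probes ran from low beta values in some animals to high beta values in others. In 1455 detected probes (0.458%) the lowest animal was below 0.2 and the highest above 0.8, with cut-offs chosen after the data were seen. They comprised 1451 cg and 4 ch probes and held 16.3% of the summed variance between animals, a share that choosing wide ranges makes large. They made up 0.577% of type II and 0.187% of type I cg probes. Of probes with a mean from 0.3 to 0.7, 12.3% were of type I in this set, against 23.4% of all those detected. The cut-offs by construction give a wide range over animals, which had a median of 0.844 and a lowest value of 0.604. The 2 arrays of animal 1 differed by a median of 0.0191. A single difference is not directly comparable with a range over 11 animals. In raw beta values 1153 of these probes also had a range above 0.6 over the 12 arrays. The probe with the largest SD, cg22143562, had a mean beta of 0.511 ± 0.470 (SD, n = 11), with 5 animals below 0.2 and 6 above 0.8, and its technical difference was 0.0151. The next, cg06108459, had a mean of 0.453 ± 0.458 (SD, n = 11), with 5 animals below 0.2, 2 between and 4 above 0.8, and its technical difference was 0.00820. The order of these 2 probes depended on the measure of spread: the scaled median absolute deviation was 0.0428 for cg22143562 and 0.712 for cg06108459, and the SD of raw beta over 12 arrays was 0.415 and 0.424.

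**Figure D2:**
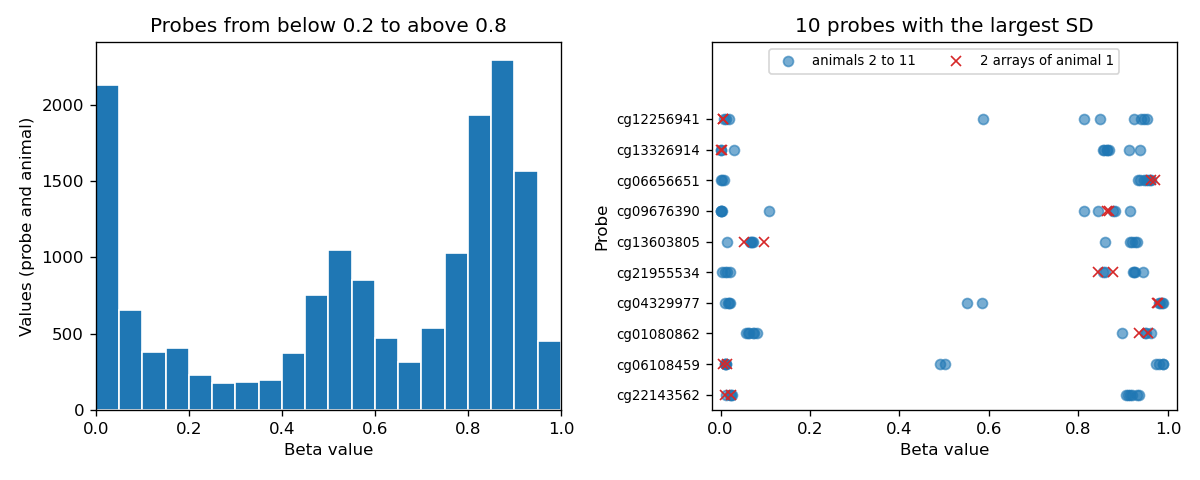
Left, number of beta values (y axis, 1 per probe and animal) in bins of beta (x axis) for the 1455 probes that ran from below 0.2 to above 0.8. Right, beta values (x axis) of the 10 probes with the largest SD (y axis), with circles for animals 2 to 11 and crosses for both arrays of animal 1; values lie near the ends of the scale with some near the middle, and the crosses lie close together.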

Values the study reported

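The study reported that 79.1 ± 1.3% of probes over its 12 profiles had a detection p below 0.05 and about 73.4 ± 1.6% a detection p below 0.01. It gave a correlation of R = 0.97 for its technical replicates and R = 0.94 for a pair of different muscle samples.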

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

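All tests in this part were chosen after the values were seen. A signal was present in probes that the processed table leaves out. Of the 65 rs probes, which target sites polymorphic in humans, 42 (64.6%) were detected at a p below 0.01 on all 12 arrays, beside 65.8% of cg probes. Their mean raw beta was below 0.3 for 18, above 0.7 for 22 and between for 2. The median SD over 12 arrays was 0.00793. The largest range was 0.202 and the next 0.135, so 0 of the 42 had a range above 0.6. Wide ranges were rare among all detected probes. In processed values only 0.458% ran from below 0.2 to above 0.8. A count of 0 among so few rs probes therefore does not show that they vary less.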

How the results depend on the processing

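Chosen after seeing the data were the alternatives for the genotype-like probes, their middle values and the heterozygote-like share, the detected share at 0.05 and without the array of lowest detection, the bead filter, the ch probes against type II cg probes, mean raw beta over all detected probes, the F test without animal 2, and the F test and the technical pair's correlation without the genotype-like probes. Of 41 alternative values, 22 stayed the same, 16 moved, 2 no longer passed the test and 1 reversed. Those that no longer passed were the ch gap (0.167 points against type II cg probes) and the rho of share detected and mean raw beta (0.678 over all detected probes, adjusted p = 0.0555). The reversed value was the heterozygote-like share minus its expected value, -5.76 points with cut-offs relative to each probe's range and 1.68 with fixed cut-offs. The technical pair remained the highest of 66 pairs with detected probes only, with Spearman's rho, on the log2 scale and without the genotype-like probes, and its difference remained the lowest with detected probes only. The type I excess kept its direction and its side of the threshold at 0.05 and without probes under 3 beads. The F test gave 0 probes under each of its 7 alternatives, which says nothing about stability since the test lacked power. The share detected was 66.8% at a p below 0.001 and 79.5% at 0.05. In raw beta values the level classes held 50.4%, 27.5% and 22.0%, and with no filter beyond the authors' detection p of 0.05 and bead number the intermediate and high classes held 20.8% and 21.3%. The median SD between animals was 0.0239 in raw beta over 12 arrays, 0.0178 as a scaled median absolute deviation and 0.0242 at a detection p below 0.05. Genotype-like probes numbered 535 with cut-offs of 0.1 and 0.9 and 2949 with 0.3 and 0.7. The threshold or filter by construction sets the counts and shares detected; for the other values the cause was not tested. Not run were raw beta for the technical pair and the F test, detection over 11 animals, and everything on gene lists and sequence identity, since the columns were not matched to animals and probes not to genes. No paired analysis was possible because there is 1 group. Signal over background limits the 18.6% of probes detected on no array.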

Other observations

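The tests in this part were chosen after the results were seen, except the F test between animals. The 1455 probes that ran from below 0.2 to above 0.8 between animals resembled genotypes. Array noise as the whole cause is argued against by held-out arrays, for the cases of animal 1 that could be scored. In these cases 1 array lay at the end of the scale held by at most 3 of 11 arrays. The other array of animal 1 lay there too in 81.8% of 506 cases. A held-out array of another animal did so in at most 22.1% (65 pairs chosen alike, exact one-sided p = 0.0152). The technical pair was the most alike on every measure of agreement, so this rank adds little to the size of the gap. For the cases that did not repeat, noise is not argued against. Of these probes 84.9% had a detection p of 0 on all 12 arrays, against 90.7% of all detected probes. A mixture of cell types that varies along a single axis is also argued against as the whole cause. The first axis over animals held 11.9% of the variance, little above the 11.8% that was the highest of 100 shuffles within probes. Several cell types that vary separately could spread over more axes, and this value cannot decide on them. A DNA sequence difference in or near the measured site may account for the pattern as a hypothesis: the middle of each probe's range (0.4 to 0.6) held 3.29 times as many values as 0.2 to 0.3 and 0.7 to 0.8 together (bootstrap interval 2.89 to 3.77), and 1.49 times as many as the parts directly beside it, 0.3 to 0.4 and 0.6 to 0.7 (1.35 to 1.65). On the beta scale these ratios were 1.53 (1.39 to 1.70) and 2.58 (2.33 to 2.85), so the size of the excess depended on the scale. The excess belongs to the set and not to each probe. For cg22143562 and cg01080862, among the probes with the largest SD, 0 animals lay from 0.2 to 0.8. A ranking by SD favours probes without middle values, so these cases do not stand for the set. No site was examined for a sequence difference, and the probe annotation that the study provides was not used here.

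The share of heterozygote-like values did not settle that hypothesis. With cut-offs relative to each probe's range it was 25.9%, against 31.7% under random union of alleles. With fixed cut-offs of 0.2 and 0.8 it was 38.6%, against 36.9%, so the direction depended on the cut-offs. The expected shares and the simulations treat every probe as carrying an allele from each parent. All animals were male, so this cannot hold for probes on the X chromosome. Probes were not assigned to chromosomes, so such probes were not set apart. In simulated random union the difference was -0.521 points with relative and -0.0652 with fixed cut-offs at low array error, and -1.07 and 2.98 at higher error. With part of the simulated genotypes inbred it was -6.25 and -5.74 at low error, and -6.71 and -2.48 at higher error. The observed differences were -5.76 and 1.68, and none of these simulations gave both. Similarity over these probes ranged from 61.5% to 66.1% over the 55 pairs of animals (mean 64.3% ± 1.12, SD), and no pair stood apart.

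No probe passed the adjusted threshold of the F test, which lacked the power to show a difference. At an unadjusted p below 0.05 there were 41426 probes with the true technical pair, and at most 34395 with any of the other 65 pairs in its place, so 1 of 66 pairings gave as many. The technical pair was already the most alike of the 66 pairs, which fixes this order, so the comparison says nothing about chance. Data simulated with no difference gave 6.19% of probes at that threshold.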
